# Genome-Wide Identification of New Reference Genes for qRT-PCR Normalization under High Temperature Stress in Rice Endosperm

**DOI:** 10.1371/journal.pone.0142015

**Published:** 2015-11-10

**Authors:** Heng Xu, Jian-Dong Bao, Ji-Song Dai, Yongqing Li, Ying Zhu

## Abstract

qRT-PCR is one of the most popular approaches to analyze specific gene expression level, and stably expressed reference genes are essential to obtain reliable results. However, many reference genes are only stable under certain circumstances and different reference genes might be required in different experiments. High temperature is a common stress that affects rice endosperm development and it has become a hot topic recently. Although study about reference genes at different developmental stages in rice has been reported, these genes may not be suitable to study high temperature mediated responses especially in endosperm. In our quest for proper reference genes to quantify gene expression in rice endosperm under high temperature, we studied 6 candidate genes selected from the transcriptome data and 11 housekeeping genes. All genes were analyzed with qRT-PCR and the expression stability was assessed with software geNorm and NormFinder. *Fb15* and *eIF-4a* were identified as the two most stable genes in endosperm at different developmental stages, while high temperature treatment has a least effect on expression of *Fb15* and *UBQ5* in rice endosperm. Our results provide some good candidate reference genes for qRT-PCR normalization in rice endosperm under different temperatures.

## Introduction

Quantitative reverse transcription polymerase chain reaction (qRT-PCR) is an efficient, cost-effective and reproducible method for quantifying gene transcript levels in molecular biology research [1]. qRT-PCR is widely used to analyze gene expression in plant tissues at different developmental stages and/or under different biotic or abiotic stresses [2–4]. However, the accuracy of qRT-PCR is determined by a number of factors, such as mRNA quality, reverse transcription and PCR amplification efficiency. Selection of suitable reference genes for normalization is a crucial step to obtain reliable qRT-PCR results. Good reference genes should meet certain requirements: (i) proper expression level, at least not too low to be detected or too high; and (ii) stable expression during the whole experiment. The housekeeping genes have been thought to be good reference genes since they are required to maintain basic cellular function [5–7]. However, recent studies found that the expression levels of some housekeeping genes varied significantly under some particular experimental conditions [3, 8–10]. Thus, there is an urgent need to choose the proper reference genes for specific studies.

Rice is one of the most important crops which feed the world’s largest population. Rice endosperm stores most of the seed nutrients and serves as an important food resource for human. Endosperm development is closely related to seed yield, cooking quality and taste and this process is known as a complex process controlled genetically. Many key genes, especially the key enzymes involved in metabolism of storage materials in endosperm, have been identified and functionally studied in rice. On the other hand, endosperm development can also be affected by environmental factors. High temperature conditions during ripen season often result in low yield and poor quality. Recent results suggested that some of the key enzymes in starch or storage protein synthesis responsive to high temperature are regulated at transcriptional level [11]. qRT-PCR has been and will be widely used in researches on endosperm development under normal and high temperature conditions. Although some reference genes at various developmental stages in rice have been identified based on the microarray data and bioinforamtic analysis [4, 12], there are no reference genes reported particularly during rice endosperm development, especially under different temperature conditions. Some studies in rice seed didn't confirm the reference gene expression with qRT-PCR [4]. In addition, rice seed development starts from double fertilization. Two polar nuclei in the central cell of embryo sac and one sperm nucleus produce a triploid (3n) endosperm while the egg cell and another sperm cell together generate a diploid (2n) embryo. In most of the previous studies, whole seed including embyro, endosperm, pericarp and seed coat was collected as seed sample [4]. However, the gene profiles in embryo and endosperm are dramatically different [13]. Furthermore, RNA samples collected not from the accurate time points but within some periods, such as 0–2 DAP (days after pollination), 3–4 DAP, 10–20 DAP [4] might also affect the data accuracy.

In recent years, systemic transcriptome analyses, including DNA microarray and RNA-seq, were widely used in the study of seed development [11, 13] and some of them focused on endosperm development [13]. The publicly available transcriptome data from different developmental stages of endosperm provides valuable resources that can be used to select proper reference genes [11, 13]. Besides, several algorithms such as geNorm, Bestkeeper and NormFinder [8,14,15] were developed for expression analysis. The geNorm is a popular statistical algorithm which calculates the average expression stability (M values) of all candidate reference genes in the given samples. This algorithm defined M value as the average pairwise variation of each candidate reference gene with all other candidate reference genes. The most stably expressed reference genes have the lowest M values [8]. The NormFinder is another statistical algorithm which was written as a Visual Basic application for Microsoft Excel. This algorithm calculates the expression stability for all candidate reference genes based on intra- and inter-group variations. The most stably expressed reference genes have the lowest expression stability values [15].

In this study, eight genes (*EXP1*, *RPL23a*, *SKP-1b*, *eIF-5a*, *ARP*, *SAP18*, *RPL36-2*, *Fb15*) were selected as candidate reference genes based upon their coefficient of variation (CV) and expression intensity both in our RNA-seq data from rice endosperm grown at different temperatures and the open microarray data from rice endosperm at different developmental stages (http://www.plexdb.org/plex.php?database=Rice)[13]. The expression of *RPL23a* and *RPL36-2* could not be detected by qRT-PCR. Therefore other 6 genes and 11 widely used housekeeping genes (*Actin*, *eEF-1a*, *GAPDH*, *β-TUB*, *eIF-4a*, *UBQ10*, *UBC*, *UBQ5*, *18S rRNA*, *17S rRNA* and *25S rRNA*) in rice [3, 16–18] were further analyzed. qRT-PCR combined with computational analysis showed that *Fb15* and *eIF-4a* have the most stable expression level in rice endosperm development under normal temperature, while *Fb15* and *UBQ5* are the most stable genes in rice endosperm development under high temperature. These genes can be used as the reference genes in research on endosperm development and/or effects of high temperature on grain filling.

## Materials and Methods

### Plant materials

Rice plants (*Oryza sativa* sp. *Japonica*, Nipponbare) were grown under control temperature (28°C/22°C, 12-h-day/12-h-night cycle). Caryopses were tagged at the initiation of pollination. To eliminate the negative effects of high temperature on pollination and fertilization, five days after pollination rice plants were then transferred to either a 35°C/28°C or 28°C/22°C artificial climate room for high temperature or control treatment. For RNA-seq analysis, fresh rice seeds were sampled 5 d after treatment. For short-term high temperature treatment, fresh rice seeds were sampled at 0 h, 1 h, 6 h and 12 h time points. And the samples labeled as 0H, 1H, 6H, 12H for high temperature treated samples and 0N, 1N, 6N, 12N for control samples, respectively. For long-term treatment, fresh rice seeds were sampled at 2 d, 4 d, 7 d and 9 d time points. And the samples labeled as 7DAP-H, 9DAP-H, 12DAP-H, 14DAP-H for high temperature treated samples and 7DAP-N, 9DAP-N, 12DAP-N, 14DAP-N for control samples, respectively. Samples were frozen immediately in liquid nitrogen before they were stored at -80°C for RNA extraction.

### RNA extraction and complementary DNA synthesis

Total RNA was extracted from rice endosperm using RNAplant plus kit (Tiangen), and then treated with TURBO DNA-*free* ^TM^ kit (Life Technologies) according to the manufacturers’ manual. RNA quality and concentration were determined using Beckman DU730 spectrophotometric measurement (Beckman) and the integrity of RNA was monitored by 1% agarose gel electrophoresis and ethidium bromide staining. Complementary DNA (cDNA) was synthesized using GoScript^TM^ Reverse Transcription System (Promega) from 5 μg total RNA with random primers and resulting cDNA were used for qRT-PCR analysis.

### RNA sequencing

For RNA-seq, poly (A) mRNA was isolated with Micropoly (A) Purist^TM^ mRNA Purification kit (Life Technologies) from genomic-DNA-free total RNA samples. The mRNA was then fragmented using divalent cations under elevated temperatures. cDNA library were prepared with the mRNA-seq Sample Preparation kit (Illumina) according to the protocol of the manufacturer, and sequencing of the RNA-Seq libraries was performed by Shanghai Hanyu biotech Co. Ltd with Illumina HiSeq2000 Genome Analyzer. All RNA-seq data for this article have been deposited at the National Center for Biotechnology Information Sequence Read Archive (http://www.ncbi.nlm.nih.gov/sra/) under accession number SRP063555.

### Selection of candidate reference genes

Candidate reference genes were selected from the publically available microarray database from rice endosperm at different developmental stages and our RNA-sequencing data as described above. Two open microarray datasets (GSE11966 and GSE27856) from endosperm at different developmental stages were used in this study. Five tissues including embryo, endosperm, leaf, root of 7-day-old seedlings and 10-day-old seedling were analyzed in dataset GSE11966. Rice ovary and three development stages of embryo or endosperm (embryo 3, 9, 12 DAP; Endosperm 3, 9, 16 DAP) were analyzed in dataset GSE27856. The microarray data were obtained from the Plant Expression Database. Eight genes were identified as candidate reference genes for qPCR validation based upon their CV, mean value and the number of isoforms. Gene ID of these genes is shown in Table 1.

**Table 1:** List of 8 candidate genes with proper expression intensity.

Gene name	Gene ID	Description	Primer sequences for qRT-PCR
*EXP1*	LOC_Os04g31910	Expressed protein	F:TGTGCTCAGGAGATGGGATC
			R:CACACTGAGCAAGGACTCTG
*RPL23a*	LOC_Os01g24690	60S ribosomal protein L23A	F:TCACAGACCAAAGACCCTGA
			R:TCGACGATGAAGACAAGGGT
*SKP-1b*	LOC_Os11g26910	E3 ubiquitin ligase SCF complex, Skp subunit	F: TGATCACCCTGAAGAGCTCC
			R: GCAGTACTCGATGACCTTGG
*eIF-5a*	LOC_Os07g02210	eukaryotic translation initiation factor 5A	F: GAGCGGCAACACTAAGGATG
			R: AATCTCCTTGACGGCACAGA
*ARP*	LOC_Os05g37330	60S acidic ribosomal protein	F: CTCTCAGAACTGGAGGGCAA
			R:CTTTGCCTCTTCAGCAGGTG
*SAP18*	LOC_Os02g02960	histone deacetylase complex subunit SAP18	F:GGAGCCGAAAGATGAAGTGC
			R:ACCCACCTCTTTGACAACGA
*RPL36-2*	LOC_Os05g38520	60S ribosomal protein L36-2	F:ATGGCGCCGTCGCAGCCGAAGTC
			R:GTGAGCGTGACCGCCACCAGACC
*Fb15*	LOC_Os02g07910	fiber protein Fb15	F:GAGCGGCAACACTAAGGATG
			R:AATCTCCTTGACGGCACAGA

### Primer design and real time PCR

To isolate the most stable and reliable reference genes in the process of endosperm development under different temperature conditions, specific primers for the above 8 candidate reference genes were designed using the Primer 3 (http://frodo.wi.mit.edu/primer3/). The specific primers of housekeeping genes, *Actin eEF-1a*, *GAPDH*, *β-TUB*, *eIF-4a*, *UBQ10*, *UBC*, *UBQ5*, *17S rRNA*, *18S rRNA* and *25S rRNA* were amplified as described previously [3].

To check specificity of these primers, qPCR was performed using the iQ™ SYBR® Green PCR Super Mix (Bio-Rad) on CFX96 Real-Time PCR Detection System and the PCR products were analyzed by melting curves and also on 2% ethidium bromide stained agarose gel. Each qRT-PCR reaction mix containing 0.5 μl of 1: 5 diluted cDNA, 4 μl DNase/RNase free water H_2_O, 5 μl 2× iQ™ SYBR® Green PCR Super Mix, and 0.5 μl of the forward and reverse primers. The following amplification program was used: initial denaturation at 95°C for 3 min, followed by 40 cycles of denaturation for 10 s at 95°C, annealing for 10 s at 58°C, and extension for 10 s at 72°C. Melting curve data were collected from 65°C to 95°C in 0.5°C increments. The real-time PCRs were performed on CFX96 Real-Time PCR System (Bio-Rad), the threshold Cycle (Ct) was auto-calculated by the CFX96 Manager Software (Bio-Rad).

### Gene expression stability analysis

Two widely used algorithms, NormFinder and geNorm were used to analyze the stability of the candidate reference genes under different experimental conditions. Ct values of the candidate reference genes were imported into software according to the corresponding manuals of NormFinder [15] and geNorm v3.5 [8] algorithms, respectively, to evaluate gene expression stability.

The expression stability value (M) for all genes and mean pairwise variation of a gene from all other reference genes in a given set of samples were calculated by the geNorm algorithm. All the candidate reference genes are ranked based on their stability in a given set of samples, and the number of reference genes necessary for an optimal normalization is indicated as well.

The gene expression stability with optimal normalization among a set of candidate reference genes were analyzed by NormFinder algorithm. The NormFinder ranks the stability of candidate reference genes and calculates not only the candidate reference gene variation but also the variation between sample subgroups of the sample set. The lowest stability value indicates the most stable candidate reference genes within the gene set examined.

## Results

### Transcriptome analysis of rice endosperm under high temperature based on RNA sequencing

To analyze expression profile changes caused by high temperature treatment in endosperm, rice plants Nipponbare (*Oryza sativa* sp. *Japonica*) were transferred to high temperature (35°C/28°C) or kept at control temperature (28°C/22°C) at 5 DAP. 

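Endosperm of the cultivar Nipponbare was sequenced as 4 RNA-seq libraries, replicates 1 and 2 from plants at control temperature and replicates 1 and 2 from plants at high temperature. The day lasted 12 h at 28°C (control) or 35°C (high temperature) and the night 12 h at 22°C or 28°C. Poly(A) RNA was sequenced on an Illumina instrument, and the authors deposited 1 table for the 4 libraries. It gave, for 67393 transcript models of 56797 rice gene IDs, the transcript length, the read count in each library without normalization, and a value headed RPKM in each library. The paper's text does not name the aligner, the genome build or the release of the gene annotation. The read counts summed to 11492692 in control replicate 1, 8022185 in control replicate 2, 7813601 in high temperature replicate 1 and 6395533 in high temperature replicate 2. A pair of transcripts, LOC_Os09g00999.1 and LOC_Os09g01000.1, took 8.51%, 25.9%, 35.2% and 10.0% of these reads in the same order. The counts of every pair of libraries differed by more than the sampling noise (chi-square per degree of freedom of 19.8 or more), so each library was kept as a sample of its own. The table lists NA in place of a count for 26717 transcripts in both high temperature libraries and for 29117 in control replicate 2, and these cells were read as 0. Some near-identical genes held almost the same number of reads, such as the glutelin transcripts LOC_Os02g15169.1 and LOC_Os02g15178.1, whose counts lay within 0.432% of each other in every library, so the counts of such families are uncertain.

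The 2 temperatures were compared on the read counts with edgeR's quasi-likelihood test after TMM normalization, over the 27358 transcripts with at least 1 CPM (reads scaled by the size of the library) in at least 2 libraries. No transcript had a Benjamini-Hochberg adjusted p-value under 0.05, and 1900 had an unadjusted p-value under 0.05, of which 1136 were higher at high temperature. Without the filter on low counts, 365 of 44411 transcripts had an adjusted p-value under 0.05 in the same test. With 2 libraries per temperature, the number of libraries limits the precision of every difference.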

Since we focused on the durable effects of high temperature on endosperm development, RNA samples were collected 5 days later for RNA-seq. The expression level for each transcript was calculated as RPKM (Reads Per Kilobase exon Model per Million mapped reads)-derived read counts according to the number of uniquely mapped reads that overlapped with exonic regions [19]. 

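RPKM divides the reads of a transcript by its length in kilobases and by the size of the library. In control replicate 2 and in both high temperature libraries, the deposited value of every transcript with reads equalled its reads divided by its length and by the total of the count column. In control replicate 1, the deposited value instead equalled the reads multiplied by the length and divided by the total of the column. The 2 formulas give the same value for a transcript of 1000 bases. For a transcript of 500 bases the deposited value of control replicate 1 was 0.25 times its RPKM, and for one of 2000 bases it was 4 times its RPKM. The values of this column summed to 2033060, against 632999 when RPKM was recomputed from the reads of the library, and against 607312, 540318 and 601016 in control replicate 2 and high temperature replicates 1 and 2. The values given for the RNA-seq data are those of the deposited columns, and the values with control replicate 1 recomputed from its reads, an alternative chosen after seeing the data, are given beside them.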

A lower coefficient of variation (CV) indicates less variation, 712 genes with lowest CV (CV<0.2) value were selected as the genes with most stable expression under high temperature according to our RNA-seq data. 

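Over the 4 libraries, the CV (the SD with n - 1 divided by the mean) of the deposited RPKM columns was below 0.2 for 647 of the 44411 transcripts with a mean above 0, which belong to 611 genes. The median length of these 647 transcripts was 948 bases, and 86.1% of them were 700 to 1400 bases long, against 26.5% of all transcripts with reads. After RPKM was recomputed for control replicate 1, 3922 transcripts of 3334 genes had a CV below 0.2, with a median length of 2076 bases, and 293 of the 647 transcripts were among them. The count depended on single libraries. It was 7818 without control replicate 1, 1395 without control replicate 2, 949 without high temperature replicate 1 and 1148 without high temperature replicate 2. Averaging the replicates first and taking the CV of the 2 group means gave 6048.

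**Figure D1:**
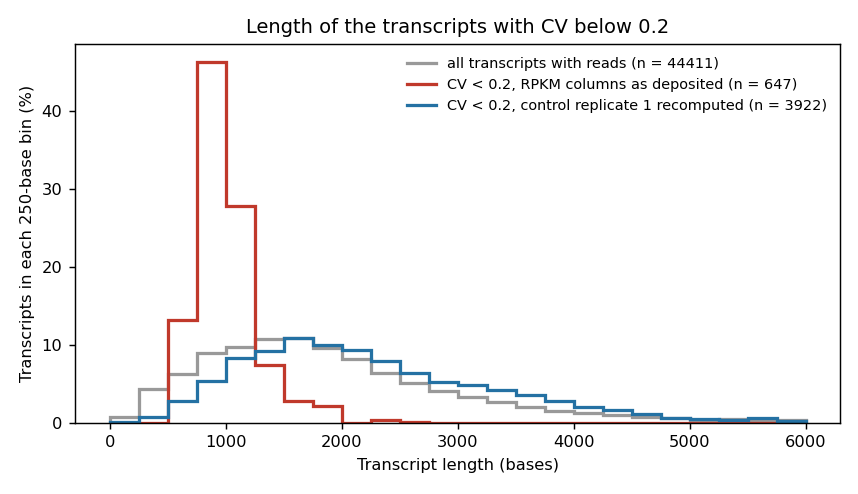
Length in bases (horizontal axis, bins of 250 bases, up to 6000) against the percentage of transcripts in each bin, for all transcripts with reads (grey), those with a CV below 0.2 in the deposited RPKM columns (red) and those with a CV below 0.2 after control replicate 1 was recomputed from its reads (blue). The red line peaks near 1000 bases. The transcripts of the blue line were longer than those of the grey line, with median lengths of 2076 and 1710 bases.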

All these genes were assigned to various Gene Ontology (GO) terms and they are enriched in the categories cellular process, cellular component, metabolic process, plastid, membrane and biosynthetic process.

### Selection of candidate reference genes

To further isolate the new candidate reference genes in endosperm under high temperature, we analyzed our RNA-seq data (GSE73220) and two open microarray data (GSE11966 and GSE27856) from endosperm at different developmental stages (at 3, 6, 9 and 16 DAP) [13]. Firstly, RNA-seq data and two open microarray data were used to calculate the mean expression value (MV), standard deviation (SD) and coefficient of variation (CV, CV = SD/mean) for each dataset. We used CV<0.2 as a cut-off value in selection process, and 37 genes were selected as candidate reference genes according to their CV both in RNA-seq data and two open microarray data sets (S1 Table). These genes encode proteins involved in various biological processes, such as protein synthesis and turn over (ribosomal protein and F-box proteins) and signal transduction (transcription factor). 

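S1 Table lists 40 transcripts of these 37 genes, and a row for Actin. In the deposited RPKM columns, all 40 had a CV below 0.2 over the 4 libraries, from 0.0417 to 0.198, with a median of 0.151. None of 10000 random lists of 40 transcripts matched on mean expression had a median CV as low, and the median over these lists was 1.04. Because the study chose the genes on these same libraries, this percentile describes the list and is not independent evidence. With control replicate 1 recomputed from its reads, the 40 CVs ran from 0.0479 to 0.564, with a median of 0.203, and 18 of them were below 0.2. The median over random lists drawn in the same way was then 0.344, and again none of the 10000 was as low as the list. When the recomputed values were also rescaled between libraries by the median of ratios, the median CV of the list was 0.214, and 1529 of 10000 random lists had a median as low. The 40 transcripts were 645 to 1233 bases long. The least expressed of them had 7 reads in the 4 libraries together, too few to measure a CV. The microarray datasets were not analysed here.

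**Figure D2:**
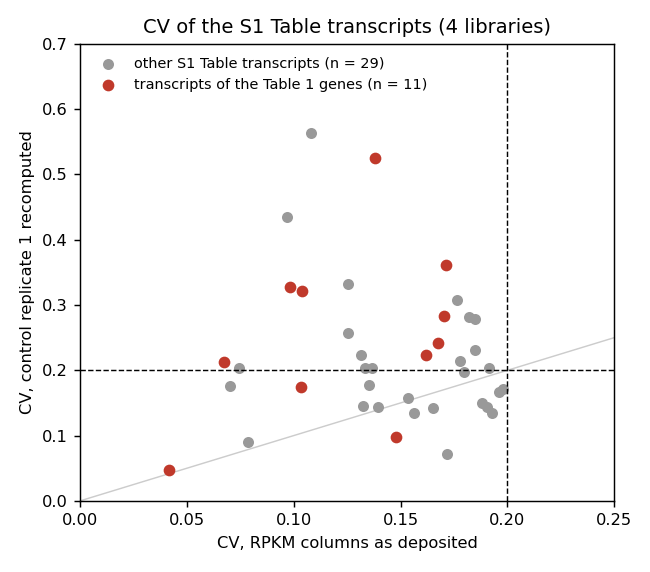
CV over the 4 libraries of each of the 40 transcripts in the deposited RPKM columns (horizontal axis) and after control replicate 1 was recomputed from its reads (vertical axis), with the transcripts of the Table 1 genes in red. Dashed lines mark 0.2 and the grey line marks equal values, and 22 transcripts lie at or above 0.2 on the vertical axis.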

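Of the 37 genes in S1 Table, 4 (10.8%) were described in the deposited table as a ribosomal protein, a translation initiation factor or an elongation factor, against 461 (2.45%) of the 18793 genes with a mean RPKM of at least 1. The same words were counted among all genes with a CV below 0.2, using for each gene the transcript with the highest mean. They described 29 of 402 genes with a CV below 0.2 (7.21%) and 432 of the 18391 other genes (2.35%), an odds ratio of 3.23 (Fisher's exact test, two-sided, p = 2.44e-07, over genes, which are not independent replicates). Transcripts of the translation-related genes had a median length of 918 bases, against 1852 bases for the others. When control replicate 1 was recomputed from its reads, the words described 22 of 2245 genes with a CV below 0.2 (0.980%) and 441 of 14238 others (3.10%), an odds ratio of 0.310 (Fisher's exact test, two-sided, p = 3.67e-10). Without control replicate 1 altogether, the odds ratio was 0.718.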

Genes involved in protein translation are also overrepresented in the list.

Besides the stability of gene expression, the expression intensity of reference genes is also important. Neither genes with high expression abundance nor lowly expressed genes are suitable for being the reference genes. *Actin* is the most commonly used reference gene in plant. Therefore it was used as the reference to select the candidate gene with proper expression intensity according to the mean expression value of two open microarray data and our RNA-seq data. Furthermore, all candidate genes with more than two isoforms gene were excluded according to alternative splicing in our RNA-seq data. 

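In the RNA-seq data, the Actin transcript of S1 Table (LOC_Os03g50885.1, 1463 bases) had a mean deposited RPKM of 138.1 ± 134.1 (SD, n = 4 libraries), with 336.3 in control replicate 1, 50.5 in control replicate 2, 61.6 in high temperature replicate 1 and 103.9 in high temperature replicate 2. Its CV was 0.972. Recomputed from its reads, the value in control replicate 1 was 157.1, the mean was 93.3 ± 48.4 (SD, n = 4) and the CV was 0.519. Actin did not differ between the temperatures by more than the spread between replicates, with a log2 fold change of -0.20 (standard error 0.39, adjusted p = 0.958 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 0.27 without control replicate 1. The means of the 11 transcripts of the Table 1 genes listed in S1 Table all lay below that of Actin, from 0.0273 times its mean for SAP18 (LOC_Os02g02960.1) to 0.599 times for ARP (LOC_Os05g37330.1). For ARP and SKP-1b this order was not shared by every library. In control replicate 2 and high temperature replicate 1, ARP (75.6 and 78.9) and SKP-1b (70.1 and 85.9) lay above Actin (50.5 and 61.6). In control replicate 1 as deposited (94.2 and 60.2) and high temperature replicate 2 (82.1 and 70.7), ARP and SKP-1b lay below Actin (336.3 and 103.9). After control replicate 1 was recomputed, ARP had 1.01 times the mean of Actin and the other 10 transcripts had less than 1 times.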

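The deposited table lists 1 transcript model for each of EXP1 (LOC_Os04g31910), SKP-1b (LOC_Os11g26910) and ARP (LOC_Os05g37330), and 2 for Fb15 (LOC_Os02g07910). It lists 3 for RPL23a (LOC_Os01g24690) and for eIF-5a (LOC_Os07g02210), and 4 for SAP18 (LOC_Os02g02960) and for RPL36-2 (LOC_Os05g38520). Every one of these transcript models had reads in all 4 libraries and a mean RPKM of at least 1 after control replicate 1 was recomputed. Transcript models of a gene share exons, and the paper's text does not state how reads in shared exons were divided among them, so the counts of the models of a gene are not separate measurements.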

Finally, eight genes that showed stable expression levels were selected as candidate reference genes according to their CV, expression intensity, and the number of isoforms (Table 1). 

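The 8 genes of Table 1 have 11 transcripts in S1 Table, with mean deposited RPKM from 3.77 to 82.7 and CVs over the 4 libraries from 0.0417 to 0.171. Fb15 has a pair of them. The mean of LOC_Os02g07910.1 was 19.0 ± 3.26 (SD, n = 4) with a CV of 0.171, and that of LOC_Os02g07910.2 was 23.2 ± 2.41 (SD, n = 4) with a CV of 0.104. The values of LOC_Os02g07910.1 were 20.5 and 22.1 in control replicates 1 and 2 and 14.5 and 18.9 in high temperature replicates 1 and 2. The mean of SKP-1b (LOC_Os11g26910.1) was 71.7 ± 10.6 (SD, n = 4), with a CV of 0.148. EXP1 (LOC_Os04g31910.1) had the lowest CV of the 11, with 30 to 49 reads per library.

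With control replicate 1 recomputed from its reads, 3 of the 11 transcripts kept a CV below 0.2, those of EXP1 (0.0479), SKP-1b (0.0974) and SAP18 (0.174). The CVs of the other 8 were then 0.361 and 0.322 for LOC_Os02g07910.1 and LOC_Os02g07910.2 of Fb15, 0.212 and 0.241 for LOC_Os07g02210.1 and LOC_Os07g02210.3 of eIF-5a, 0.284 and 0.224 for LOC_Os01g24690.1 and LOC_Os01g24690.2 of RPL23a, 0.328 for ARP and 0.525 for RPL36-2. The recomputed value of LOC_Os02g07910.1 in control replicate 1 was 33.3. When the recomputed values were also rescaled between libraries by the median of ratios, 4 of the 11 had a CV below 0.2, both of RPL23a (0.0629 and 0.0525), LOC_Os07g02210.1 of eIF-5a (0.125) and ARP (0.163). The CVs of EXP1, SKP-1b and SAP18 were then 0.220, 0.252 and 0.256, so 0 of the 11 had a CV below 0.2 in both.

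None of the 11 transcripts had an adjusted p-value under 0.05 for temperature in edgeR's quasi-likelihood test, whether adjusted over all transcripts tested or adjusted over the list alone, and 1 had an unadjusted p-value under 0.05. That was LOC_Os02g07910.1 of Fb15, with 21.4 ± 2.22 TMM-normalized CPM (SD, n = 2) at control temperature and 13.0 ± 0.300 (SD, n = 2) at high temperature, a log2 fold change of -0.71 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.686 over all transcripts and 0.325 over the list alone, edgeR). The log2 fold change of LOC_Os02g07910.2 was -0.52 (standard error 0.27) and that of SKP-1b was 0.10 (standard error 0.37). The log2 fold changes of the 11 ran from -0.71 to 0.11, and 8 of them were below 0. The paper states that it selected these 8 genes by their CV, expression intensity and number of isoforms.

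**Figure D3:**
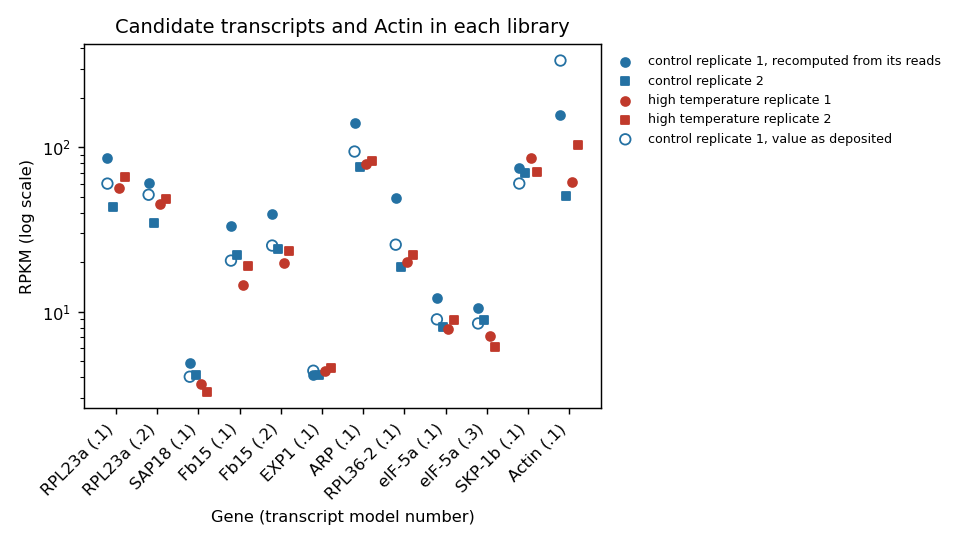
RPKM (vertical log axis) of the 11 transcripts of the Table 1 genes and of Actin in each of the 4 libraries, blue for control and red for high temperature, with circles for replicate 1 and squares for replicate 2. Filled blue circles are control replicate 1 recomputed from its reads and open circles its deposited values, which lie below the filled ones for the transcripts shorter than 1000 bases and above for Actin.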

Since the expression of *RPL23a* and *RPL36-2* could not be detected by qRT-PCR, other 6 genes were used for further analysis.

### Stability of candidate reference gene expression under high temperature in rice endosperm

Previous results indicated *18S rRNA* is more abundant and more stable than messager RNAs (mRNAs) under most of the conditions [20]. Therefore, we used *18S rRNA* as qRT-PCR reference gene to normalize the expression levels of these 6 candidate genes in rice endosperm under high temperature. We found that at different time points (2 d, 4 d, 7 d high temperature treatment, samples labeled as 7DAP-H, 9DAP-H, 12DAP-H, see Materials and Methods), two genes (LOC_Os11g26910 and LOC_Os02g07910) showed more stable expression than other 4 genes (Fig 1). LOC_Os11g26910 encodes SKP1-like protein 1B (SKP-1b), involving component in E3 ubiquitin ligase SCF complex, and LOC_Os02g07910 encodes a fiber protein Fb15. *SKP-1b* and *Fb15* both expressed at relatively stable levels in various tissues as shown in the open microarray database (https://genevestigator.com/gv/index.jsp).

**Fig 1:**
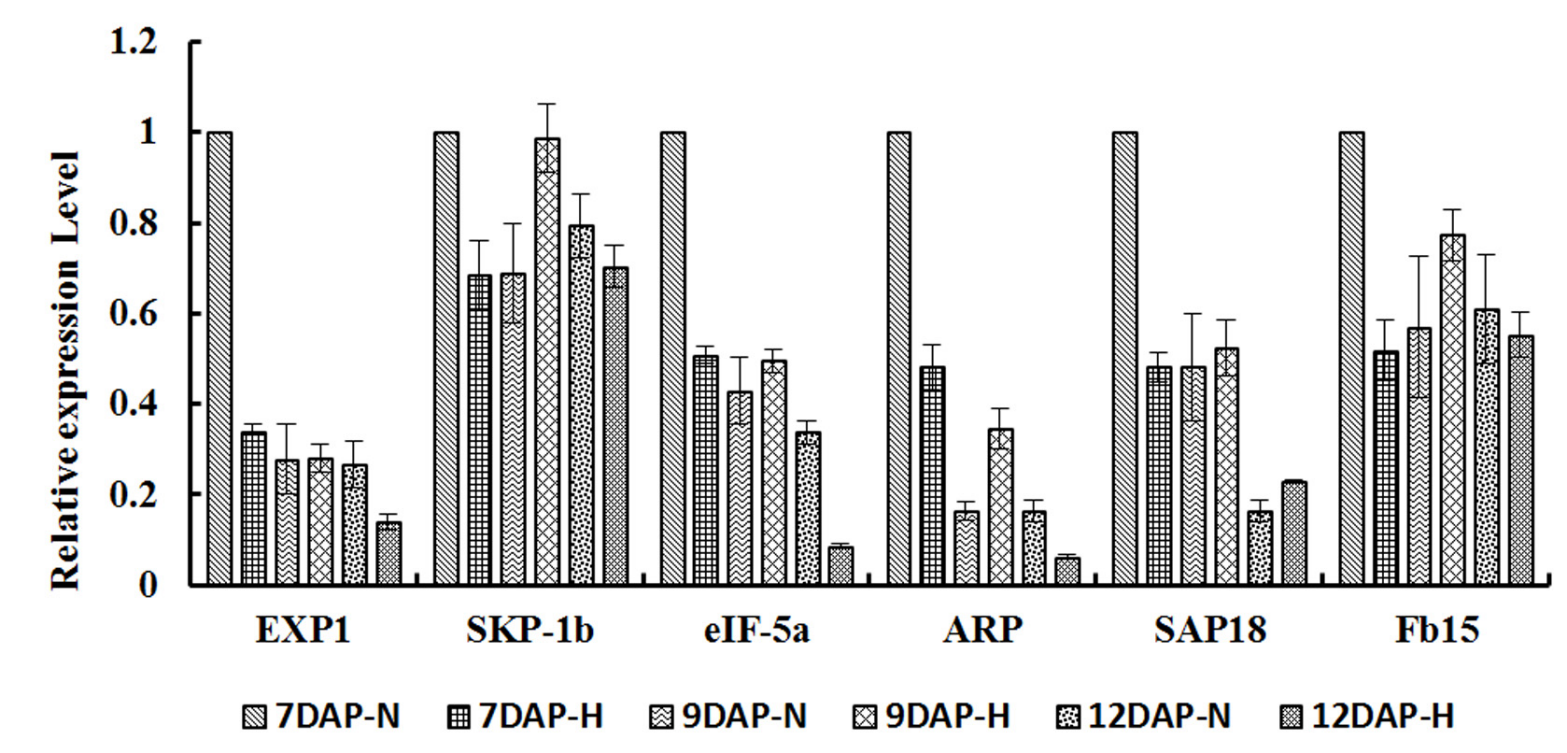
Relative expression of candidate reference genes under high temperature. Error bars show the standard deviations. All genes were compared with *18S rRNA*. The experiment was repeated three times and similar results were obtained.

### Expression intensity of the candidate reference genes

To confirm these 2 candidate genes (*Fb15* and *SKP-1b*) have the proper expression intensity, their expression levels together with that of 11 widely used housekeeping genes (*Actin*, *eEF-1a*, *GAPDH*, *β-TUB*, *eIF-4a*, *UBQ10*, *UBC*, *UBQ5*, *18S rRNA*, *17S rRNA* and *25S rRNA*) were examined by qRT-PCR in all 15 samples (0N, 1N, 6N, 12N, 1H, 6H, 12H, 7DAP-N, 9DAP-N, 12DAP-N, 14DAP-N, 7DAP-H, 9DAP-H, 12DAP-H, 14DAP-H, see Materials and Methods). The expression intensity was determined by Threshold Cycle (Ct) value [21]. The mean Ct values of these genes ranged from 7.59 to 25.09 (Fig 2). Ribosome RNA genes, *25S rRNA*, *17S rRNA* and *18S rRNA*, were highly expressed and the mean values of Ct were 7.82, 8.36 and 13.19, respectively. The mean value of Ct from 10 coding protein genes was 22.31. As a result, the expression intensity of rRNA genes was about 850-folds more than that of protein coding genes. Furthermore, the mean Ct values of two candidate genes, *Fb15* and *SKP-1b*, were 24.35 and 25.09, respectively. The mean Ct values of *Fb15* and *SKP-1b* were similar to housekeeping genes, such as *ACT*, *eEF-1a*, *GAPDH*, *UBQ5*, *eIF-4a*. These results suggested that *Fb15* and *SKP-1b* have the proper expression intensity for being the reference genes.

**Fig 2:**
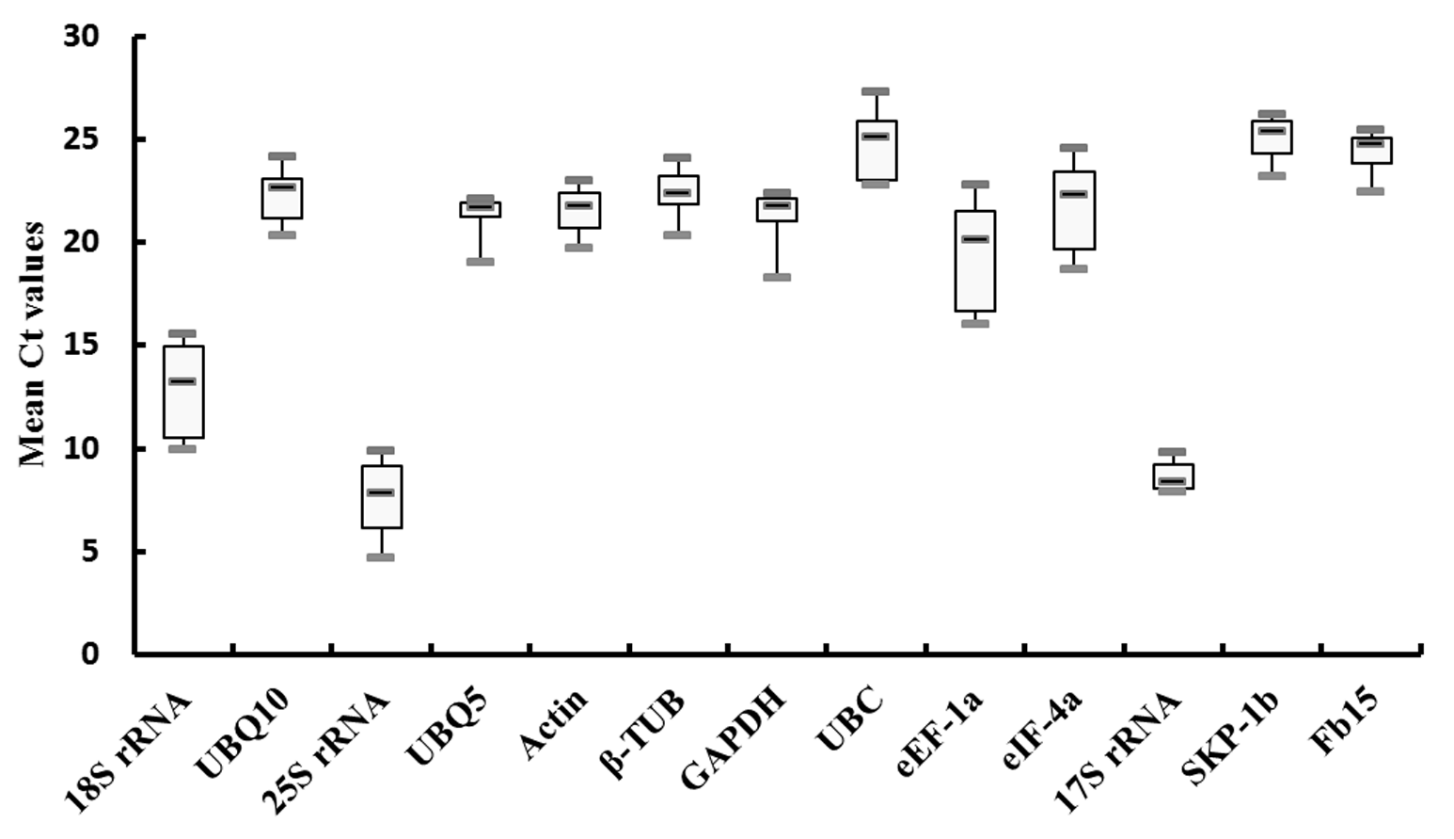
CT values of the candidate reference genes in qRT-PCR assay. Expression data displayed as CT values for each candidate reference gene in all samples. A line across the box is depicted as the median. The boxes indicate the 25th and 75th percentiles. Whiskers represent the maximum and minimum values.

### GeNorm analysis

To further compare the expression stability of 2 candidate reference genes (*SKP-1b* and *Fb15*) with 11 mostly used reference genes in endosperm under high temperature treatments, the geNorm algorithm was used. The geNorm algorithm calculate the average expression stability (M values) for all the reference genes [8]. The most stably expressed reference gene has the lowest M values while the least stably expressed reference gene has the highest M values. The geNorm suggests M value 1.5 as a cut off value which means that genes M value<1.5 can be used as candidate reference genes. All 13 genes were ranked according to M value in both short-term and long-term high temperature treatments (see Materials and Methods) with all below 1.5 in both treatments, indicating stable expression levels under high temperature conditions.

Under short-term high temperature, *Fb15* showed the lowest M value 0.117. *UBQ5* took the second place with the M value 0.125. *β-TUB* got the highest M value 0.895 (Fig 3A). Under long-term high temperature, *17S rRNA* showed the lowest M value 0.216 while the *Fb15* took the second with M value 0.226. The difference of M values between *17S rRNA* and *Fb15* is very small at long-term high temperature (Fig 3B). As shown in Fig 3A and 3B, under both high temperature treatments, *Fb15*, *17S rRNA* and *UBQ5* were the top 3 genes with the lowest M values, i.e. the most stable expression among the 13 genes at high temperature conditions.

**Fig 3:**
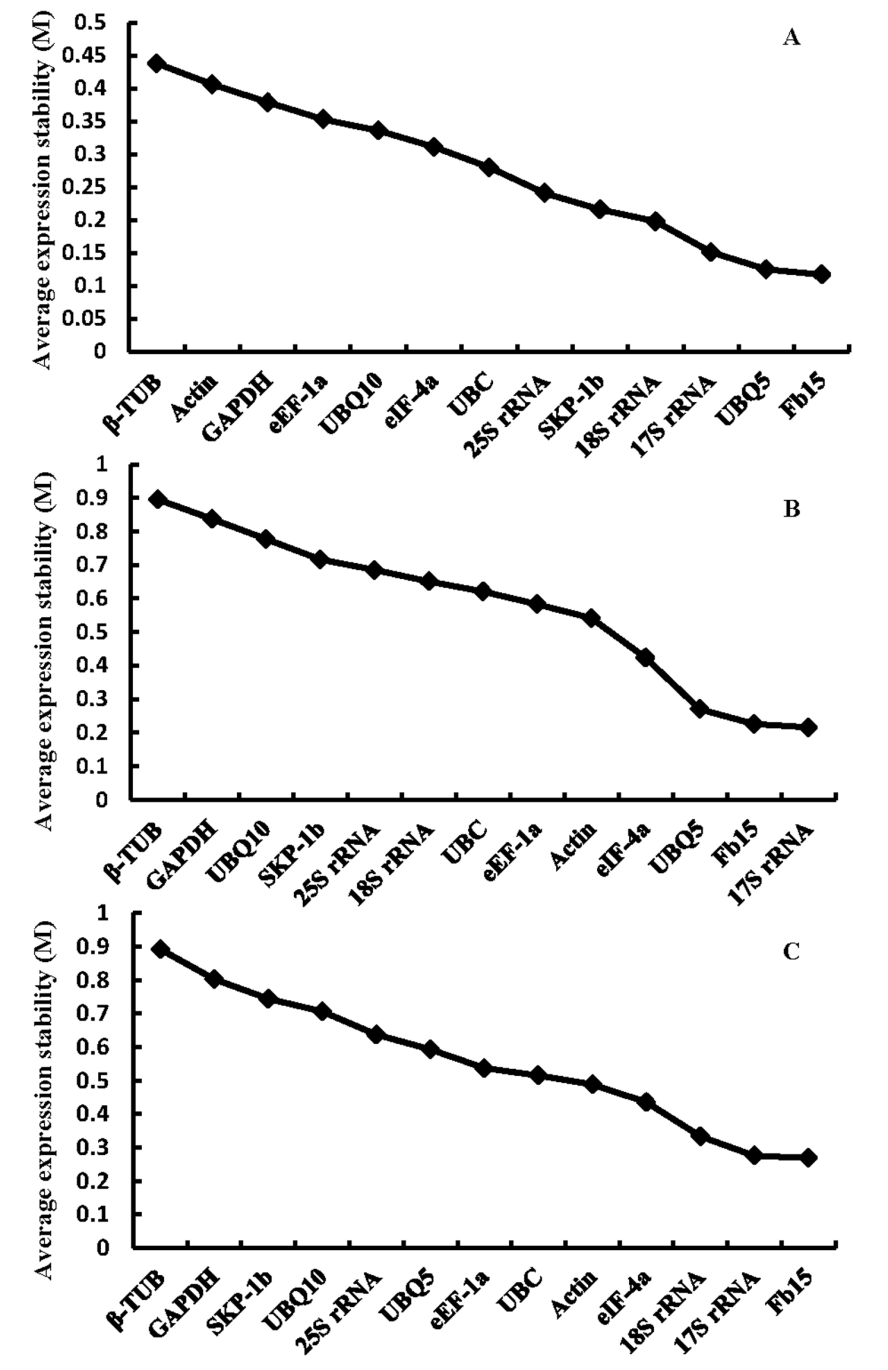
Expression stability values (M) and ranking of candidate reference genes as calculated by geNorm. Average expression stability values (M) of reference genes were measured during stepwise exclusion of the least stable reference genes under different conditions. (A) short-term high temperature treatment, (B) long-term high temperature treatment, (C) endosperm development stages.

We further analyzed the expression stability of these 13 genes at different developmental endosperms under normal growth condition. As shown in Fig 3C, again *Fb15* stood out as the most stable gene with lowest M value while *β-TUB* showed the highest M value. These data suggested that *Fb15* is a better reference gene than the commonly used ones, such as *Actin*, *UBQ10* or *β-TUB*, in the study of endosperm development.

Furthermore, for some studies, single reference gene is inadequate and two or more stable reference genes may be required for normalization. Therefore, pairwise variation (V_n/n+1_) was calculated with geNorm to determine the optimal number of reference genes for normalization. For the most stable control genes (with lowest M value), the normalization factors (NF) were calculated, and for the rest, NFs were calculated by stepwise inclusion of one reference gene that remains most stable. V_n/n+1_ was calculated between sequential normalization factors (NF_n_ and NF_n+1_, n≥2) in stepwise manner and reflects the effect of including additional (n + 1) gene. Vandesompele (2002) proposed 0.15 as pairwise variation cut-off value and additional reference genes are not necessary if V_n/n+1_is below this value [8].

As shown in Fig 4, under all experimental conditions in this research, the V_2/3_ was below 0.15, so a third reference gene has no significant effect on pairwise variation (V_n/n+1_). Therefore, two reference genes would be sufficient for gene normalization at different developmental stages of endosperm under both normal and high temperature conditions. However, using two or more reference genes is always recommended and it can greatly improve the accuracy and reliability of the qPCR results compared to using a single reference gene.

**Fig 4:**
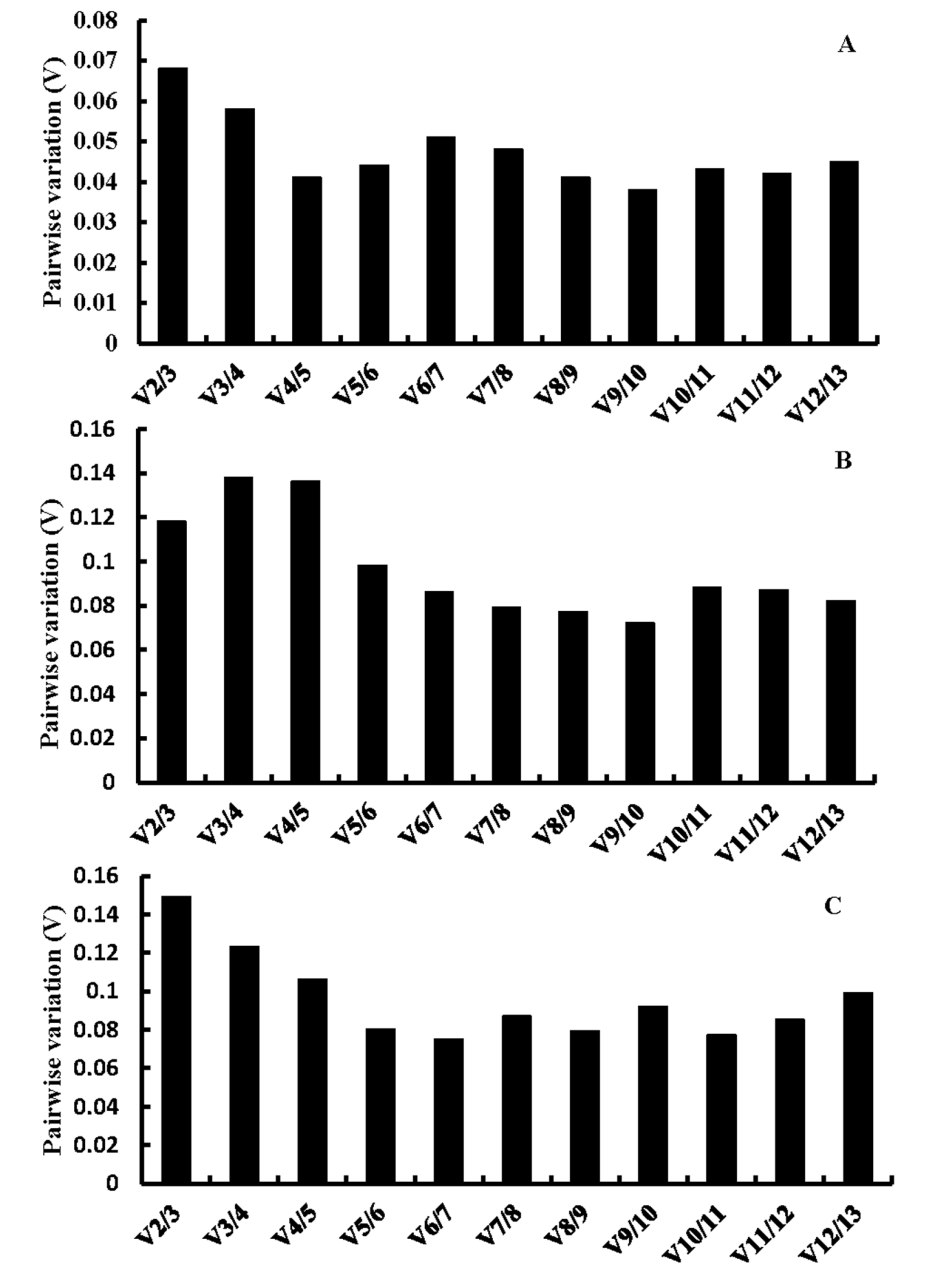
Determination of the optimal number of reference genes. Pairwise variation calculated by geNorm to determine the optimal number of reference genes for accurate normalization under different conditions. (A) short-term high temperature treatment, (B) long-term high temperature treatment, (C) endosperm development stages.

### NormFinder analysis

To verify the results obtained from geNorm analysis, another software NormFinder was used in this study. NormFinder use a mathematical model-based approach to identify reference genes. All candidates reference gene can be ranked based on intra- and inter-group variations. Both results would be combined into a stability value for each candidate reference gene [15]. The rank of the genes from NormFinder analysis were little different with those from geNorm (Table 2), which may be due to the different statistical algorithms applied in both applications. NormFinder analysis revealed that *eIF-4a*, *17S rRNA*, *UBC* and *Fb15* were the best 4 reference genes in rice endosperm development under normal temperature. *17S rRNA*, *18S rRNA*, *UBQ5* and *Fb15* showed the most stable expression among the 13 genes under short-term high temperature treatment, while *UBQ5*, *Fb15*, *17S rRNA* and *eIF-4a* genes seem more stable under long-term high temperature treatment. We can conclude that *Fb15*, *17S rRNA* and *UBQ5* are the best 3 reference genes under both short-term and long-term high temperature stresses. These results are consistent with the one obtained from geNorm analysis.

**Table 2:** Expression stability values (M) and ranking of candidate reference genes as calculated by NormFinder.

Rank	endosperm development		short-term high temperature		long-term high temperature	
	gene	stability	gene	stability	gene	stability
1	*eIF-4a*	0.146	*17S rRNA*	0.124	*UBQ5*	0.338
2	*17S rRNA*	0.328	*18S rRNA*	0.183	*Fb15*	0.423
3	*UBC*	0.376	*UBQ5*	0.193	*17S rRNA*	0.456
4	*Fb15*	0.387	*Fb15*	0.211	*eIF-4a*	0.468
5	*18S rRNA*	0.423	*SKP-1b*	0.241	*18S rRNA*	0.484
6	*Actin*	0.416	*eIF-4a*	0.264	*Actin*	0.505
7	*eEF-1a*	0.586	*Actin*	0.334	*eEF-1a*	0.567
8	*25S rRNA*	0.661	*eEF-1a*	0.353	*25S rRNA*	0.647
9	*UBQ5*	0.685	*UBC*	0.369	*UBC*	0.654
10	*UBQ10*	0.939	*UBQ10*	0.384	*SKP-1b*	0.68
11	*GAPDH*	0.947	*25S rRNA*	0.417	*UBQ10*	1.014
12	*SKP-1b*	0.954	*GAPDH*	0.505	*GAPDH*	1.015
13	*β-TUB*	1.265	*β-TUB*	0.574	*β-TUB*	1.036

Therefore, based on the NormFinder and geNorm analysis, *Fb15*, *17S rRNA* and *eIF-4a* are the best reference genes among the 13 genes in rice endosperm development under normal temperature, while *Fb15*, *UBQ5* and *17S rRNA* are those best for gene normalization in rice endosperm development under high temperature condition.

## Discussion

Real-time PCR is a quick, simple and reliable tool to analyze gene expression. Selection of proper reference genes is one of the major factors that affect the reliability of qRT-PCR. The ideal reference genes should have unchanged expression levels during the whole experimental process and with proper expression intensity. There is no single reference gene that is appropriate for all experimental conditions [7]. Therefore, it is necessary to examine the expression stability of reference genes under specific experimental conditions prior to its use for normalization.

*18S rRNA* was often regarded as the most reliable reference gene for normalization in real-time PCR [20]. However, there are some circumstances when *18S rRNA* cannot be used: (i) reverse transcription reaction is carried out with oligo-dT primer; (ii) mRNA is used as template. Besides, *18S rRNA* is expressed at very high level. When the weakly expressed genes are studied, normalization of gene expression with *18S rRNA* may bias the result. Furthermore, numerous studies have shown that the expression patterns of many housekeeping genes, such as *Actin*, *β-TUB*, *GAPDH*, and *eEF-1a* can vary under certain conditions [22]. Recent studies confirmed that some new candidate reference genes selected based on microarray and transcriptome database showed more stable expression than these traditional reference genes [12, 22]. Our results also confirmed that most of the traditional reference genes such as *Actin*, *β-TUB*, *GAPDH* and *UBQ10* were not as good as *Fb15* when studying gene expression in rice endosperm under high temperature. Therefore, it is particularly efficient and reliable to use high-throughput transcriptome data to identify new reference genes.

Via microarray data analysis, Jain (2009) identified several novel reference genes with relative stable expression at all the 15 developmental stages [4], but qRT-PCR confirmation is required before these reference genes can be used in real research. Li *et al* (2010) also identified *eIF-4a* and *ACT1* as the most stable traditional reference genes during rice seed development (3, 6, 10, 15 and 20 DAP) [23]. These studies did not distinguish the tissues between the embryo and endosperm in rice seeds. However, microarray data from rice embryo and endosperm revealed that gene expression profiles were greatly different in these two tissues [13]. Therefore, these new reference genes identified in rice seed may not be proper for normalization in endosperm development.

On the other hand, endosperm is the major part of rice seed and it determines the crop value both in quantitative and qualitative terms. High temperature affects the rice yield and quality by affecting endosperm development. The transcription profiles undergo enormous changes during endosperm development especially under high temperature [11]. Recently, many studies on the regulatory network of genes related to endosperm development under high temperature have been performed with qRT-PCR approach [24, 25]. However, no research on selection of stable reference genes in rice endosperm development under high temperature has been reported. Here, we selected 6 new candidate reference genes by analyzing DNA microarray and RNA-seq data. None of them was identified as the reference genes previously at various stages of development, including the seeds [4]. Furthermore, we compared the expression variability of two new candidate reference genes with 11 traditional reference genes in endosperm under high temperature treatment by using qRT-PCR analysis. Our results showed that *Fb15*, *UBQ5* and *17S rRNA* have the lowest average expression stability value (M) which means their expression levels were most stable in endosperm under high temperature. It is the first report that *Fb15* can be used as a reference gene. Traditional reference gene *β-TUB* exhibited the most unstable expression among the 11 housekeeping genes, which is consistent with the previous report [4]. Other commonly used reference genes such as *Actin*, *GAPDH*, and *UBQ10* displayed relatively high expression variability which limiting their use as reference genes in research on rice endosperm under high-temperature. The output on gene ranking from NormFinder was slightly different with geNorm, which could be due to the different statistical algorithms applied. Based on the data from NormFinder and geNorm analysis, we conclude that *Fb15*, *17S rRNA* and *eIF-4a* are the best reference genes in rice endosperm under normal temperature, while *Fb15*, *UBQ5* and *17S rRNA* are the genes suitable for expression normalization in rice endosperm under high temperature.

Although *17S rRNA* was identified as the most stable gene in endosperm under high temperature in our study, it cannot be used as a best reference gene in the future due to the same limitations with *18S rRNA* mentioned before. The Ct value of *17S rRNA* in qRT-PCR assay is about 7 to 10, while that of *Fb15*, *eIF-4a* and *UBQ5* are about 19 to 25. Therefore, *Fb15*, *eIF-4a* and *UBQ5* showed proper expression intensity and stability which make them good reference genes. Using the geNorm approach, we also determined that the optimal minimal number of reference genes for normalization gene expression in endosperm under high temperature and normal temperature are both two. Therefore *Fb15* and *UBQ5* are the best reference genes for gene expression studies in rice endosperm under high temperature, while *Fb15* and *eIF-4a* are the most stable genes during rice endosperm development under normal temperature.

## Supporting Information

S1 Table Top 37 genes with most stable expression during rice endosperm development under high temperature. (PDF) Click here for additional data file.

# Supplementary material for: Genome-Wide Identification of New Reference Genes for qRT-PCR Normalization under High Temperature Stress in Rice Endosperm
**Source:** PLoS One. 2015 Nov 10;10(11):e0142015. doi: 10.1371/journal.pone.0142015
**Supplement:** S1 Table

Table S1. Top 37 genes with most stable expression in rice endosperm development under high temperature.

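S1 Table sets a microarray dataset on the left beside the RNA-seq data on the right. For each gene the left side gives the mean signal, the SD and their ratio over the microarray samples, and the right side gives the transcript model, its mean RPKM, SD and CV over the 4 RNA-seq libraries, followed by the description of the gene. The column heads name the CV in percent, while its values are the plain ratio of SD to mean. The RNA-seq columns were recomputed from the deposited RPKM columns, with control replicate 1 as deposited. To the digits printed, 40 of the 41 means, 41 SDs and 41 CVs equalled the paper's, the Actin row included. The mean that did not was that of Actin (LOC_Os03g50885.1), 138.1 against the paper's reported value of 138.0. Genes with more than 1 stable transcript appear once for each, so the 37 genes fill 40 lines.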

| Gene ID        | Mean    | SD     | CV(%)=S<br>D/Mean | Gene ID          | Mean   | SD    | CV(%) | Functions                                                             |
|----------------|---------|--------|-------------------|------------------|--------|-------|-------|-----------------------------------------------------------------------|
| GSE27856       |         |        |                   | RNA-seq          |        |       |       |                                                                       |
| LOC_Os01g24690 | 15434   | 2229.3 | 0.14              | LOC_Os01g24690.1 | 56.68  | 9.65  | 0.17  | 60S ribosomal protein L23A, putative, expressed                       |
| LOC_Os01g24690 | 15434   | 2229.3 | 0.14              | LOC_Os01g24690.2 | 45.01  | 7.29  | 0.16  | 60S ribosomal protein L23A, putative, expressed                       |
| LOC_Os01g38660 | 277.3   | 40.6   | 0.15              | LOC_Os01g38660.1 | 3.26   | 0.44  | 0.14  | expressed protein                                                     |
| LOC_Os01g48810 | 1921.7  | 280.2  | 0.15              | LOC_Os01g48810.1 | 13.6   | 1.8   | 0.13  | transcription initiation factor TFIID subunit 11, putative, expressed |
| LOC_Os01g49026 | 59.9    | 5      | 0.08              | LOC_Os01g49026.1 | 8.73   | 1.61  | 0.18  | transmembrane protein 93, putative, expressed                         |
| LOC_Os01g60530 | 242.5   | 36.6   | 0.15              | LOC_Os01g60530.1 | 2.36   | 0.41  | 0.17  | transposon protein, putative, CACTA, En/Spm sub-class                 |
| LOC_Os01g63890 | 14090.1 | 2497.2 | 0.18              | LOC_Os01g63890.1 | 18.39  | 3.3   | 0.18  | G10 protein, putative, expressed                                      |
| LOC_Os01g69980 | 934.1   | 131.3  | 0.14              | LOC_Os01g69980.1 | 1.92   | 0.37  | 0.19  | TCP family transcription factor, putative, expressed                  |
| LOC_Os01g72960 | 3469.1  | 427.9  | 0.12              | LOC_Os01g72960.1 | 7.37   | 0.55  | 0.07  | expressed protein                                                     |
| LOC_Os02g02890 | 35411.4 | 6630.9 | 0.19              | LOC_Os02g02890.1 | 348.74 | 66.35 | 0.19  | peptidyl-prolyl cis-trans isomerase, putative, expressed              |
| LOC_Os02g02960 | 7286.4  | 878.6  | 0.12              | LOC_Os02g02960.1 | 3.77   | 0.39  | 0.1   | histone deacetylase complex subunit SAP18, putative, expressed        |
| LOC_Os02g07910 | 15329.8 | 1258.9 | 0.08              | LOC_Os02g07910.1 | 19     | 3.26  | 0.17  | fiber protein Fb15, putative, expressed                               |
| LOC_Os02g07910 | 15329.8 | 1258.9 | 0.08              | LOC_Os02g07910.2 | 23.21  | 2.41  | 0.1   | fiber protein Fb15, putative, expressed                               |
| LOC_Os02g29500 | 217.3   | 34.8   | 0.16              | LOC_Os02g29500.1 | 2.77   | 0.42  | 0.15  | expressed protein                                                     |
| LOC_Os02g44100 | 669     | 69.5   | 0.1               | LOC_Os02g44100.1 | 2.23   | 0.28  | 0.13  | expressed protein                                                     |
| LOC_Os02g56020 | 2902.4  | 496.5  | 0.17              | LOC_Os02g56020.2 | 2.71   | 0.21  | 0.08  | methyltransferase, putative, expressed                                |
| LOC_Os03g06480 | 7694.7  | 1199.3 | 0.16              | LOC_Os03g06480.1 | 12.74  | 2.39  | 0.19  | expressed protein                                                     |
| LOC_Os03g39820 | 1328.9  | 206.6  | 0.16              | LOC_Os03g39820.1 | 12.55  | 2.48  | 0.2   | expressed protein                                                     |
| LOC_Os04g02890 | 177.7   | 27.1   | 0.15              | LOC_Os04g02890.2 | 2.1    | 0.29  | 0.14  | expressed protein                                                     |
| LOC_Os04g31910 | 1211    | 72.3   | 0.06              | LOC_Os04g31910.1 | 4.35   | 0.18  | 0.04  | expressed protein                                                     |
| LOC_Os05g01710 | 2872.5  | 465.5  | 0.16              | LOC_Os05g01710.3 | 5.27   | 0.37  | 0.07  | transcription initiation factor IIA gamma chain, putative, expressed  |
| LOC_Os05g23610 | 3282.7  | 538.5  | 0.16              | LOC_Os05g23610.2 | 4.58   | 0.81  | 0.18  | protein phosphatase inhibitor 2 containing protein, expressed         |

|                |         |        |      |                  |       |       |      |                                                                                              |
|----------------|---------|--------|------|------------------|-------|-------|------|----------------------------------------------------------------------------------------------|
| LOC_Os05g37330 | 24389.7 | 2813.8 | 0.12 | LOC_Os05g37330.1 | 82.72 | 8.1   | 0.1  | 60S acidic ribosomal protein, putative, expressed                                            |
| LOC_Os05g38520 | 26797.2 | 2824.7 | 0.11 | LOC_Os05g38520.1 | 21.61 | 2.98  | 0.14 | 60S ribosomal protein L36-2, putative, expressed                                             |
| LOC_Os05g42330 | 5046.1  | 709.6  | 0.14 | LOC_Os05g42330.2 | 9.04  | 1.77  | 0.2  | secretory carrier-associated membrane protein, putative, expressed                           |
| LOC_Os07g01990 | 9996.9  | 1621.9 | 0.16 | LOC_Os07g01990.1 | 7.42  | 0.97  | 0.13 | expressed protein                                                                            |
| LOC_Os07g02000 | 2304.5  | 279    | 0.12 | LOC_Os07g02000.1 | 8.01  | 1     | 0.13 | expressed protein                                                                            |
| LOC_Os07g02210 | 4692.4  | 633.8  | 0.14 | LOC_Os07g02210.1 | 8.46  | 0.57  | 0.07 | eukaryotic translation initiation factor 5A, putative, expressed                             |
| LOC_Os07g02210 | 4692.4  | 633.8  | 0.14 | LOC_Os07g02210.3 | 7.66  | 1.28  | 0.17 | eukaryotic translation initiation factor 5A, putative, expressed                             |
| LOC_Os07g08820 | 1944.4  | 361.4  | 0.19 | LOC_Os07g08820.1 | 8.52  | 1.51  | 0.18 | C-Myc-binding protein, putative, expressed                                                   |
| LOC_Os08g08084 | 116.8   | 15.3   | 0.13 | LOC_Os08g08084.1 | 0.21  | 0.02  | 0.11 | expressed protein                                                                            |
| LOC_Os08g09860 | 1301.8  | 142.8  | 0.11 | LOC_Os08g09860.1 | 3.67  | 0.36  | 0.1  | hydroxyacid oxidase 1, putative, expressed                                                   |
| LOC_Os08g18110 | 15531.8 | 2784.3 | 0.18 | LOC_Os08g18110.3 | 12.71 | 1.74  | 0.14 | alpha-soluble NSF attachment protein, putative, expressed                                    |
| LOC_Os09g07570 | 807     | 133.1  | 0.16 | LOC_Os09g07570.1 | 5.74  | 1.04  | 0.18 | ferredoxin-thioredoxin reductase catalytic chain, chloroplast precursor, putative, expressed |
| LOC_Os09g39350 | 2052.7  | 387.3  | 0.19 | LOC_Os09g39350.2 | 4.95  | 0.91  | 0.18 | expressed protein                                                                            |
| LOC_Os10g33855 | 4919.3  | 617.2  | 0.13 | LOC_Os10g33855.2 | 7.98  | 1.06  | 0.13 | expressed protein                                                                            |
| LOC_Os10g34614 | 571.2   | 95.5   | 0.17 | LOC_Os10g34614.4 | 0.76  | 0.13  | 0.17 | csAtPR5, putative, expressed                                                                 |
| LOC_Os11g02090 | 159.5   | 27.1   | 0.17 | LOC_Os11g02090.1 | 2.15  | 0.41  | 0.19 | expressed protein                                                                            |
| LOC_Os11g26910 | 12138.1 | 2286.2 | 0.19 | LOC_Os11g26910.1 | 71.73 | 10.59 | 0.15 | SKP1-like protein 1B, putative, expressed                                                    |
| LOC_Os12g04880 | 592.5   | 68.4   | 0.12 | LOC_Os12g04880.2 | 3.79  | 0.59  | 0.16 | retrotransposon protein, putative, unclassified, expressed                                   |
| LOC_Os03g50885 | 7606.3  | 1070.9 | 0.14 | LOC_Os03g50885.1 | 138.0 | 134.1 | 0.97 | actin, putative, expressed                                                                   |

---

How the deposited data were processed for this re-analysis (not part of the article)

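RNA-seq of rice endosperm was analysed in 4 libraries, 2 from plants kept at control temperature (28°C day, 22°C night) and 2 from plants moved to high temperature (35°C day, 28°C night) 5 days after pollination, all sampled after 5 days of treatment. Conditions and replicate numbers were taken from the sample labels, which match the paper's methods. The qRT-PCR data and the microarray datasets were not analysed here.

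The authors deposited whole-number read counts per transcript model, which the paper describes as uniquely mapped reads that overlapped exons, and beside them a column headed RPKM for each library. Neither was normalized further by the authors. The deposited RPKM values of 3 libraries were the reads per kilobase scaled by the total of the count column. In the column of control replicate 1 the authors' values are multiplied by the transcript length where RPKM divides by it, as found by computing both formulas for every transcript with reads. NA cells of the counts, and the cells with a spreadsheet error beside them, were read as 0. The number of columns of values left unused was 0. The column sums, from 6395533 to 11492692 reads, were taken as the depth of the libraries.

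From these columns the mean, the SD with n - 1 and the CV of each transcript over the 4 libraries were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Transcripts with a CV below 0.2 were counted, following the paper. The median CV of the S1 Table transcripts was set beside the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression with seed 1. Translation-related genes were found by the words ribosomal protein, translation initiation factor and elongation factor in the descriptions, and tested with Fisher's exact test, two-sided, on 1 transcript per gene with a mean RPKM of at least 1.

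Temperature was compared on the counts with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, no replicate block) in R 4.3.3, with Benjamini-Hochberg adjustment. Transcripts were kept with at least 1 CPM in at least 2 libraries. The filter was set on CPM computed from the counts and not on the deposited RPKM, because 1 of the RPKM columns does not hold RPKM. The common dispersion was 0.0746, a biological coefficient of variation of 0.273. Standard errors of log2 fold changes were computed as the size of the log2 fold change divided by the square root of the F statistic. Sets of heat shock, storage protein and starch synthesis transcripts, defined by words in their descriptions, were tested with camera at its preset correlation of 0.01, with fry and with camera at an estimated correlation beside it (limma 3.58.1). DESeq2 1.42.0 was an alternative, with its size factors and its own adjusted p-values.

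The genes named are those the paper names by ID (Table 1, S1 Table and the Actin row of S1 Table). For the other traditional reference genes, which the paper names without IDs, the transcript of highest mean RPKM whose description names the family is given; no description names initiation factor 4A. The rule also named the 5 transcripts with the largest rise and the 5 with the largest fall among those past the adjusted threshold, and none passed it.

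The scripts were tested on simulated data. For the count test, counts were drawn for 27358 transcripts from the means and library sizes of the data, with 200 transcripts of at least 50 mean reads changed by a log2 fold change of 2 or 3 up or down, and a set of 60 others raised by 0.8. The edgeR test recovered 94.5% of the 200, called 6 transcripts outside these 260, and called 0 in data with no change. The median log2 fold change of the planted set was 0.74, and camera called it and not an unchanged set. The simulation gave every transcript the common dispersion of 0.0746. It drew transcripts independently, without a shared difference between replicates, so these rates are not the power of the tests in the data. In the data, LOC_Os04g01740.1 had a log2 fold change of 6.31 and an adjusted p of 0.119 (edgeR). For the CV, 20000 simulated transcripts were given 1 column multiplied by length, and recomputing it gave back the same side of 0.2 for all 20000. Recomputing reverses that multiplication, so this outcome was fixed in advance. It checks the code and is no evidence on the CVs of the data.

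The alternatives covered the SD with n, filters on low values, rescaling between libraries, 1 transcript per gene, sums per gene, group means, each library left out in turn, a replicate block, DESeq2, upper quartile normalization and limma on log2(RPKM + 1), all set before the data were examined. Recomputing control replicate 1, leaving NA cells out, a crossed replicate block and the fit on transcripts with a value in all 4 libraries were added after the data were seen. The table gives gene IDs and descriptions without coordinates, so no positions are given, and the table of gene symbols supplied held 0 matching IDs. Gene Ontology terms were not used here.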

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

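The tests of scaling between libraries and of reads shared between heat shock genes were chosen after the values were seen.

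The paper does not discuss heat shock genes in the RNA-seq data. Over the 161 tested transcripts described as heat shock protein, hsp20, DnaK or chaperone protein clpB, the median log2 fold change at high temperature against control was 0.34 in the edgeR fit, against 0.00 for all tested transcripts, and it stayed at 0.34 with the 1 transcript at or under 3 reads in both controls set at its bound. Of the 161, 116 were higher at high temperature. For 84 (52.2%), both high temperature libraries lay above both controls, and for 12.4% both lay below. Each share would be 16.7% if the 4 libraries were exchangeable, and the share over all transcripts is not given here. In the starch synthesis set, 15.4% lay above and 51.3% below, so a share of this size is not particular to heat shock transcripts. Transcript models of a gene share reads, so they are not independent. The adjusted p of the set over the 3 sets tested was 1.93e-20 with camera at its preset correlation and 0.0294 with fry, and 0.0717 with camera at an estimated correlation, so in this fit the call holds under fry and not under the estimated correlation. Under fry it was lost in other fits, with an adjusted p of 0.0729 with a replicate block, 0.0814 with a CPM of at least 5, 0.0747 with 1 transcript per gene and 0.984 with limma on the deposited columns. No single heat shock transcript passed the adjusted threshold in the edgeR test with the filter on low counts. The lowest adjusted p was 0.119, and 55 had an unadjusted p under 0.05. With DESeq2, 17 of the 58 transcripts with an adjusted p under 0.05 were heat shock transcripts, and all 17 were higher at high temperature. Without the filter on low counts, edgeR called 25 heat shock transcripts among its 365, all 25 higher. Among settings chosen after the values were seen, the crossed replicate block called 43 among 828, 42 of them higher. Limma after control replicate 1 was recomputed called 17 among 48, all 17 higher. The other fits that gave a test called no transcript.

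The rise was uneven between families. The median log2 fold change was 3.10 for 17 hsp20 transcripts, all of them higher, and 1.27 without the filter on low counts, over 33 transcripts of which 25 were higher. Across the fits that each left out 1 library the hsp20 median ran from 2.63 to 3.25. It was 0.34 for 31 DnaK transcripts, of which 26 were higher, from 0.26 without control replicate 2 to 0.52 without control replicate 1, and 0.21 with 1 transcript per gene. For 119 DnaJ transcripts it was 0.08, with -0.0047 without control replicate 1 and 0.23 without control replicate 2, so their direction depends on single libraries. DnaJ is not among the words that define the set. Descriptions that name both heat shock and DnaJ were not kept apart, so the 2 groups can overlap. Under limma on the deposited RPKM columns, whose scale in control replicate 1 moves the median of all transcripts by -0.70, the DnaK median was -0.88 and the hsp20 median 2.63, so the direction of DnaK flips there. Relative to the median of all transcripts in that fit, the median was 0.33 for the whole set and -0.18 for DnaK.

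The tables argue against several technical explanations. Scaling between libraries moves all transcripts alike, but the set median lay 0.339 above that of all tested transcripts, against an SD between replicates of 0.0859. Reads shared between near-identical heat shock genes, if each was counted once, would move inside the set without raising its sum. But its summed reads were 13557 and 10926 normalized CPM in high temperature replicates 1 and 2 against 7730 and 8314 in control replicates 1 and 2. The lower high temperature library had 1.31 times the higher control. If shared reads were counted at every match, a rising gene would raise the sum through its copies, so the sum cannot exclude that case. A rise in 1 library alone would vanish without it, but relative to all transcripts the set median was 0.31 without high temperature replicate 1 and 0.45 without high temperature replicate 2 (0.28 and 0.42 as plain medians). Which members of a family rose stays uncertain where their reads are shared. A response of the endosperm to the treatment, still present after 5 days, is a hypothesis that was not tested apart from these 4 libraries.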

How the results depend on the processing

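Recomputing or rescaling control replicate 1 from its reads, leaving NA cells out, the crossed replicate block and the fit on transcripts with a value in all 4 libraries were chosen after the values were seen.

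The count of transcripts with a CV below 0.2, 647 in the deposited columns, moved by over 1.5 times under several settings. It was 282 with a mean RPKM of at least 5, 75 with a CV below 0.1, 3355 and 3416 after rescaling the deposited columns by the median of ratios and by the upper quartile, and 6048 over the 2 group means. It ran from 949 to 7818 across the 4 counts that each left out 1 library. With control replicate 1 recomputed from its reads, chosen after seeing the data, it was 3922, and 9319 after rescaling by the median of ratios as well. The SD with n, a mean RPKM of at least 1, 1 transcript per gene, sums per gene and leaving NA cells out kept it between 493 and 948. In the deposited columns, rescaling by 1 factor per library cannot undo a factor that changes with length.

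The median CV of the S1 Table transcripts, 0.151, rose past 0.2 to 0.509 and 0.514 after rescaling the deposited columns by the median of ratios and by the upper quartile, to 0.203 with control replicate 1 recomputed and to 0.214 with the recomputed values rescaled. It stayed below 0.2 with the SD with n, over the 2 group means and without any 1 library. Of 46 named transcripts, 22 crossed 0.2 upwards and 0 downwards when control replicate 1 was recomputed.

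The odds ratio of translation-related genes among those with a CV below 0.2, 3.23, was 1.59 with a CV below 0.1 (p = 0.366, Fisher's exact test) and turned below 1 in other settings. It was 0.615 after rescaling the deposited columns by the median of ratios, 0.310 with control replicate 1 recomputed and 0.542 with the recomputed values rescaled, and it ran from 0.718 to 3.58 across the 4 computations that each left out 1 library, with 0.718 without control replicate 1. It stayed above 3 with a mean RPKM of at least 5 and over all transcripts.

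The count of transcripts past an adjusted p of 0.05 between the temperatures, 0 in the edgeR fit, was also 0 with a CPM of at least 5, upper quartile normalization, 1 transcript per gene, limma on the deposited columns and the transcripts with a value in all 4 libraries. It was 365 without a filter, of which 20 lie below the filter on CPM, 58 with DESeq2 and 48 with limma after control replicate 1 was recomputed. The causes were not tested. Of the 58 transcripts called with DESeq2, 57 were among the 365. For the transcripts of the Table 1 genes it was 0 in every fit that gave a test. The fits that left out 1 library left 1 library at a temperature and gave no calls.

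The replicate numbers are shared between the temperatures, but no source says that they pair the libraries. The correlation over transcripts between the difference of control replicates 1 and 2 and that of high temperature replicates 1 and 2 was -0.364. With the replicate number as a block, the count of calls was 0, with 1015 transcripts at an unadjusted p under 0.05. With a crossed replicate block that put control replicate 1 with high temperature replicate 2, chosen after seeing the data, it was 828.

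Actin had a log2 fold change that ran from -0.56 to 0.27 across the 4 fits that each left out 1 library, with the positive value without control replicate 1, and it stayed below 0 in the other fits. The log2 fold change of RPL23a (LOC_Os01g24690.1), -0.0035, was 0.26 with limma on the deposited columns and 0.0012 with limma after control replicate 1 was recomputed. No other candidate transcript changed direction outside the fits that left out 1 library, and 5 of 44 values moved by more than the spread between replicates in those. The median level of the candidates relative to Actin, 0.157 times, ran from 0.115 to 0.286, the latter with control replicate 1 recomputed. Its spread between libraries was 0.154 in the deposited columns. That spread includes control replicate 1 as deposited, so it cannot judge the move made by recomputing that library. Single candidates moved by more than their own spreads in the deposited columns, RPL36-2 to 0.294 times with control replicate 1 recomputed and the transcripts of RPL23a to 0.771 and 0.595 times without control replicate 1.

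The heat shock set, with a median log2 fold change 0.34 above that of all transcripts, ran from 0.31 to 0.45 across the 4 fits that each left out 1 library and kept its direction and its camera call in the others. Its fry call (adjusted p = 0.0294, limma) held without a filter (0.0445), with upper quartile normalization (0.0362) and over transcripts with a value in all 4 libraries. It was lost with the replicate block (0.0729), a CPM of at least 5 (0.0814), 1 transcript per gene (0.0747), the crossed replicate block (0.172) and limma on the deposited (0.984) and the recomputed columns (0.491). The fry call of the starch synthesis set was lost in the same fits. The storage protein set, -0.22 relative to all transcripts, was 0.60 with limma on the deposited columns and ran from -0.36 to -0.0016 across the 4 fits that each left out 1 library, the value nearest 0 being without control replicate 2. The starch synthesis set, -0.20, was -0.26 with 1 transcript per gene, no longer past the threshold (adjusted p = 0.0581, from camera, over 16 transcripts in place of 39), and ran from -0.28 to -0.13 across the 4 fits that each left out 1 library. It was -0.92 with limma on the deposited columns, with 0 of 39 higher.

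The alternatives named for a comparison on RPKM alone (pseudocounts of 0.1 and 0.01, median-of-ratios and quantile scaling, and no trend) were not run, because the table holds counts. With 2 libraries per temperature, a CV over 4 values and a fold change of 2 against 2 are both imprecise, and the transcript of S1 Table with fewest reads had 7 in all.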

Differences from the paper's values

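Leaving NA cells out and recomputing control replicate 1 were chosen after the values were seen.

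The paper counts 712 genes with a CV below 0.2, and 647 transcripts of 611 genes were counted here in the deposited columns, which is within 1.5 times. The SD with n (948), a mean RPKM of at least 1 (534), 1 transcript per gene (493), sums per gene (494) and the count without high temperature replicate 1 (949) were also within 1.5 times of the paper's 712, and the other filters, rescalings and libraries left out were not. Leaving NA cells out gave 778 transcripts, or 689 with at least 3 values. With control replicate 1 recomputed from its reads, the count was 3922 against the paper's 712.

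The CVs of the S1 Table transcripts equalled the paper's in the deposited columns. Of the 40, 20 were more than 1.5 times apart from the paper's once control replicate 1 was recomputed.

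The paper states that candidates with over 2 isoforms were left out. In the deposited table 4 of the 8 genes of Table 1 have more, with 3 transcript models for RPL23a and eIF-5a and 4 for SAP18 and RPL36-2.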

Other observations

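The test of the length formula, the test of abundant transcripts, the tests of RNA without poly(A) tails within each temperature, and the test of a swapped label were chosen after the values they measure, or values close to them, had been seen.

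Transcripts with a CV below 0.2 in the deposited columns are close to 1000 bases long, the length at which the deposited values of control replicate 1 equal RPKM. Of the 647, 557 (86.1%) were 700 to 1400 bases long, against 26.5% of all transcripts with reads. A candidate explanation is that the multiplication by length in control replicate 1 removed longer and shorter transcripts. After recomputing that library the share was 19.6%, below that of all transcripts with reads. If transcripts of this length were steadier in the reads themselves, the share would also be high over the other 3 libraries, and it was 23.0% there. No biological explanation was tested, since the design names none for length.

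The libraries also differ along an axis that is not temperature. The principal component of log2 CPM with the largest share of the variance (43.4%) put control replicate 2 (50.1) and high temperature replicate 1 (41.7) on one side and control replicate 1 (-48.9) and high temperature replicate 2 (-42.8) on the other, and the next component (36.6%) separated the temperatures. The correlation over transcripts between the difference of control replicates 1 and 2 and that of high temperature replicates 1 and 2 was -0.364. A few abundant transcripts taking the counts would leave the others less depth, which acts on transcripts with few reads. But over the 8775 transcripts with at least 50 reads in every library, without the 20 with most reads, it was -0.471. A swapped temperature label would leave heat shock transcripts without a shared rise. Of them, 52.2% had both high temperature libraries above both controls and 12.4% had both below, against 16.7% each for exchangeable libraries.

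Transcripts named for proteins that plastids and mitochondria encode went with this axis. Over 54 of them, the median log2 difference was 2.42 for control replicate 2 over control replicate 1 (51 of 54 higher) and 2.39 for high temperature replicate 1 over high temperature replicate 2 (52 of 54 higher). A candidate explanation is that more RNA without poly(A) tails was carried into 1 library of each temperature. Over 52 nuclear photosynthesis transcripts, which green tissue would raise as well, the difference was -0.0506 between the controls, which fits the explanation there. The lists of organelle-encoded and late embryogenesis transcripts were written after some of their members were seen to follow the axis, and reads of both photosynthesis groups had been seen, so this is no independent test. Between the high temperature libraries it was 1.03, with 51 of 52 higher, which argues against carry-over as the whole cause for that pair, since these transcripts have poly(A) tails. More green tissue beside it stays open there. Over 38 transcripts of late embryogenesis and dehydration proteins, the difference was 2.57 between the controls (34 of 38 higher in replicate 2) and 1.68 between the high temperature libraries (38 of 38 higher in replicate 1). Carry-over as the whole cause between the controls is argued against as well, because it would leave nuclear transcripts without the axis. Over 6967 transcripts named for nuclear proteins with at least 50 reads in every library, without the organelle-encoded and late embryogenesis lists, unnamed proteins and transposons, the correlation was -0.426, and it was -0.349 over all tested transcripts other than the organelle-encoded ones and the pair with most reads. Carry-over as a part of the difference stays open. The most abundant of each list were LOC_Os04g16722.1, LOC_Os01g41710.1 and LOC_Os11g26790.1. A difference in tissue or stage between the samples stays open and was not tested.

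Storage protein transcripts (129) had a median log2 fold change of -0.21 at high temperature, and 79 of them were lower. The adjusted p over the 3 sets was 1.80e-04 with camera and 0.340 with fry. Starch synthesis transcripts (39) had a median of -0.20, with 26 lower and adjusted p values of 0.0177 with camera and 0.0294 with fry, the last lost with a replicate block (0.144 with fry). With camera at an estimated correlation neither passed 0.05, with 0.218 and 0.162. Without control replicate 2 the storage protein median was 0.03, with 67 of 129 higher, so its direction rests on that library. Relative to all transcripts the starch synthesis median was -0.13 without high temperature replicate 1.

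The paper ranks traditional reference genes by qRT-PCR in other samples and, apart from Actin in S1 Table, names them without IDs, so which transcript its primers measure is not known here. In the 4 libraries with control replicate 1 recomputed, the member of highest mean had a CV of 0.519 for actin (LOC_Os03g50885.1), 0.486 for beta tubulin (LOC_Os11g14220.1), 0.609 for glyceraldehyde-3-phosphate dehydrogenase (LOC_Os02g38920.1), 0.494 for elongation factor 1-alpha or Tu (LOC_Os03g08010.1), 0.280 for the ubiquitin-conjugating enzymes (LOC_Os06g30970.1) and 0.201 for polyubiquitin or the ubiquitin family (LOC_Os02g06640.1). In the deposited columns the same transcripts had CVs of 0.972, 1.01, 1.13, 0.866, 0.229 and 0.805. After rescaling the recomputed values by the median of ratios they were 0.294, 0.340, 0.390, 0.263, 0.212 and 0.107.

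Table 1 prints the same 2 primers for eIF-5a and for Fb15, the only pair of its 8 genes, among 28 pairs compared, that shares both. The table alone does not show which of the genes they amplify.

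The paper could not detect RPL23a and RPL36-2 by qRT-PCR and went on with the other 6 genes. Their transcript models had 164 to 827 reads (RPL23a) and 60 to 407 reads (RPL36-2) in each RNA-seq library.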
